# Enhanced ALOX12 Gene Expression Predicts Therapeutic Susceptibility to 5-Azacytidine in Patients with Myelodysplastic Syndromes

**DOI:** 10.3390/ijms25094583

**Published:** 2024-04-23

**Authors:** Taichi Matsumoto, Yuichi Murakami, Nao Yoshida-Sakai, Daisuke Katsuchi, Kuon Kanazawa, Takashi Okamura, Yutaka Imamura, Mayumi Ono, Michihiko Kuwano

**Keywords:** myelodysplastic syndromes, 5-azacytidine, *ALOX12*

## Abstract

5-azacytidine (AZA), a representative DNA-demethylating drug, has been widely used to treat myelodysplastic syndromes (MDS). However, it remains unclear whether AZA’s DNA demethylation of any specific gene is correlated with clinical responses to AZA. In this study, we investigated genes that could contribute to the development of evidence-based epigenetic therapeutics with AZA. A DNA microarray identified that AZA specifically upregulated the expression of 438 genes in AZA-sensitive MDS-L cells but not in AZA-resistant counterpart MDS-L/CDA cells. Of these 438 genes, the *ALOX12* gene was hypermethylated in MDS-L cells but not in MDS-L/CDA cells. In addition, we further found that (1) the *ALOX12* gene was hypermethylated in patients with MDS compared to healthy controls; (2) MDS classes with excess blasts showed a relatively lower expression of *ALOX12* than other classes; (3) a lower expression of *ALOX12* correlated with higher bone marrow blasts and a shorter survival in patients with MDS; and (4) an increased *ALOX12* expression after AZA treatment was associated with a favorable response to AZA treatment. Taking these factors together, an enhanced expression of the *ALOX12* gene may predict favorable therapeutic responses to AZA therapy in MDS.

## 1. Introduction

Myelodysplastic syndromes (MDS) are a heterogeneous group of hematopoietic malignant disorders, in which various genetic and epigenetic aberrations occur in hematopoietic stem and progenitor cells [1,2]. MDS are characterized by cytopenia in single or multiple hematopoietic lineages, morphological abnormalities, ineffective hematopoiesis in the bone marrow, and a risk of progression to acute myeloid leukemia (AML) [3].

5-azacytidine (AZA) is a DNA-hypomethylating agent used as a conventional therapeutic for the treatment of high-risk MDS and AML with myelodysplasia-related changes (AML-MRC) [4,5]. AZA inhibits DNA methyltransferase 1 (DNMT1) by forming a covalent complex between DNMT1 and the DNA-azacytidine adduct, which is recognized by the ubiquitin–proteasome system and targeted for degradation, resulting in decreased DNA methylation and increased gene expression [6]. Approximately half of patients respond to AZA treatment, with improved overall survival and decreased leukemic transformation [7]. However, patients with MDS eventually relapse within two years, with poor outcomes [6,8], highlighting the need for a reliable strategy to identify patients who will benefit from AZA treatment. 

Concerning the identification of biomarkers predicting therapeutic responses to AZA in MDS, an earlier study reported that mutations in the Ten-Eleven Translocation 2 (*TET2*) gene impacted the outcome of AZA treatment; the response rate for AZA treatment was higher in patients with mutant *TET2* than wild-type TET2 [9]. However, other studies could not confirm the utility of the *TET2* mutation in predicting the response to AZA therapy [10,11,12]. A relevant study reported a close association between the *TP53* mutation and a response to AZA, but no significant association was found [13,14]. A superior response to AZA treatment was reported for patients with a mutation of DNA methyltransferase 3A (*DNMT3A*) in patients with AML [15,16]. However, whether the *DNMT3A* mutation is associated with a therapeutic response to AZA in MDS remains to be further studied.

In this study, we examined whether any gene could be specifically hypermethylated in patients with MDS and whether the methylation status of such a gene could play an essential role in chemotherapeutic responses to epigenetic therapeutics. We found that the expression of one hypermethylated gene, *ALOX12*, was highly susceptible to AZA treatment in bone marrow cells from patients with MDS and in MDS cells in vitro. We also discuss whether the methylation status of the *ALOX12* gene can predict the disease progression of MDS.

## 2. Results

### 2.1. Screening of AZA-Susceptible Genes

First, we screened genes that were highly susceptible to AZA. MDS-L and MDS-L/CDA cells (see Materials and Methods) were exposed to either 0 or 1 μM AZA for 72 h, and gene expression changes by AZA were comprehensively analyzed by a DNA microarray. 

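The microarray experiment consisted of 4 arrays, 1 for each combination of cell line and treatment. MDS-L is a cell line established from MDS cells, and MDS-L/CDA is the derivative that the authors made resistant to AZA by transducing CDA, whose product deaminates cytidine analogues. The vehicle was 0.1% DMSO. The sample labels give the AZA dose as 1 μM in one field and as 1 mM in another, and the paper's dose of 1 μM was used. The labels also give 20 ng/mL IL-3 in the medium, where the paper gives 10 ng/mL. For the MDS-L AZA array and the MDS-L/CDA vehicle array, one label field names the opposite treatment, whereas the title, description and source name of both give the treatments used here, which make up the design that the paper describes. With 1 array per condition there is no replicate check of any difference, so no test was made and no error is given.
All 4 arrays lay on 1 slide of an Agilent SurePrint design hybridized with a single dye (Cy3), so slide does not separate the conditions. The probes were 60 bases long, and the authors deposited the scanner output, in which the brightness of each spot is background-subtracted but not normalized between arrays. After 16 probes with outlier flags were left out, 58185 probes were analysed. The processed signal was converted to log2, averaged over the spots of a probe, and scaled to the 75th percentile of its array, which was 52.5 in MDS-L vehicle, 52.9 in MDS-L AZA, 40.8 in MDS-L/CDA vehicle and 37.3 in MDS-L/CDA AZA. Signal was well above background, by the scanner software's own flag, for 20450 probes (35.1%) in MDS-L vehicle, 21259 (36.5%) in MDS-L AZA, 18958 (32.6%) in MDS-L/CDA vehicle and 18993 (32.6%) in MDS-L/CDA AZA. No spot was saturated. The lowest signal flagged as well above background was between 9.98 and 11.1 on the 4 arrays, and below it a probe gives only an upper bound. The only measure of technical error is the spread between the 10 spots that 300 probes have on each array. For probes well above background, its SD was between 0.18 and 0.29 on the log2 scale. It covers neither the hybridization nor the culture.
The CDA probe (chromosome 1, 20945069 to 20945128 of hg19) was not well above background on any of the 4 arrays, so the transduced gene was not seen in MDS-L/CDA cells. Either the probe lies outside the transduced sequence or the gene was not expressed above the floor of the array, and whether the probe lies inside that sequence was not examined. The probe for DNMT1, the methyltransferase that AZA traps, gave an AZA/vehicle ratio of 0.80 in MDS-L cells and 1.11 in MDS-L/CDA cells.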

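AZA changed the MDS-L arrays more widely than the MDS-L/CDA arrays. Among the 19448 probes well above background on both MDS-L arrays, 10.2% differed at least 2-fold between AZA and vehicle in either direction, and the SD of the log2 ratios was 0.66. Among the 18080 probes well above background on both MDS-L/CDA arrays, 4.88% differed at least 2-fold and the SD was 0.48. These values compare single arrays, and the shares depend on the processing. With each array scaled to its median they were 27.7% in MDS-L cells and 4.90% in MDS-L/CDA cells. On every array that median lay below the lowest signal well above background, so this scale rests on dim probes. With normexp background correction, which compresses the ratios of dim probes, they were 4.46% and 1.65%. The largest increases in MDS-L cells among probes well above background with and without AZA were in PRG2 (95.6-fold), GAGE2B (76.1-fold), ALB (49.3-fold), KIT (47.3-fold) and CCL2 (34.1-fold). CCL2 also showed the largest such increase in MDS-L/CDA cells, at 16.7-fold, followed by CCL3 (7.09-fold), FCGR2A (6.97-fold), CPA3 (6.54-fold) and TP53INP1 (6.21-fold). KIT was increased 3.58-fold in MDS-L/CDA cells.

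**Figure D1:**
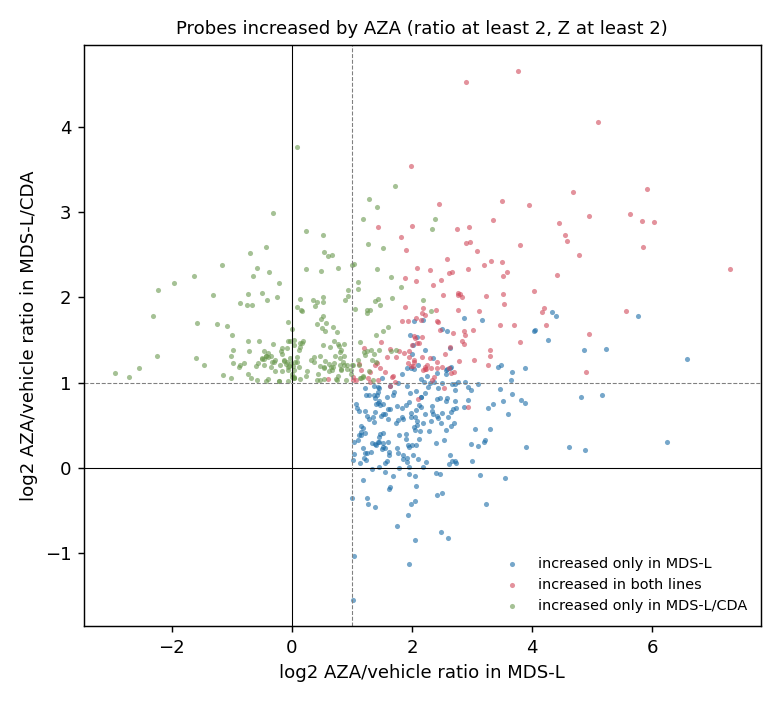
AZA/vehicle ratio in MDS-L cells (x axis, log2) against the ratio in MDS-L/CDA cells (y axis, log2) for the 628 probes that passed the thresholds in at least 1 cell line and were well above background on at least 1 array of each line. Each point is 1 probe measured on 4 arrays, colours give the line in which its gene was increased, dashed lines mark a ratio of 2, and a ratio against a signal not well above background is drawn at its computed value. Of the 253 plotted probes of genes increased only in MDS-L cells, many lie above a log2 ratio of 0 in MDS-L/CDA cells too.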

We sorted genes that showed a specific increase in MDS-L cells but not in MDS-L/CDA cells (Figure 1A). 

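A gene was counted as increased when at least 1 of its probes had an AZA/vehicle ratio of at least 2 and a Z score of at least 2 and was well above background with AZA. By this count AZA increased 796 genes in MDS-L cells and 383 in MDS-L/CDA cells. Of these, 661 genes were increased only in MDS-L cells, 135 in both lines and 248 only in MDS-L/CDA cells. The count for MDS-L cells alone fell to 243 when probes also had to be well above background in vehicle, and rose to 1647 when the Z score was not used. The mirrored rule called 556 genes decreased in MDS-L cells and 584 in MDS-L/CDA cells, so 58.9% of the calls in MDS-L cells and 39.6% of those in MDS-L/CDA cells were increases. Scaling each array to its median in place of its 75th percentile changed the share of increases in MDS-L cells to 15.4%, and requiring signal well above background on both arrays changed it to 41.1%. It was higher with quantile normalization of all arrays (65.4%) and with scaling to spike-in probes (79.3%), the latter added after the data had been seen.
For 439 of the 661 genes the probe with the highest ratio was not well above background in MDS-L vehicle, so that only a lower bound of its increase is known, which can be smaller than the computed ratio. That bound, or the ratio itself where vehicle was measured, was at least 2 for 522 genes. In MDS-L/CDA cells the same probe was below background with and without AZA for 426 of the 661 genes, so that no ratio was measured there. Of the other 235 genes, 190 were well above background in MDS-L/CDA vehicle. The rest were so only with AZA and enter at their computed ratios. Over all 235 the median AZA/vehicle ratio in MDS-L/CDA cells was 1.51. It was at least 1.5 in 120 genes, at least 2 in 39, and under 1 in 29. Of the 661 gene names, 538 matched a symbol or synonym in the RefSeq table for GRCh38.p14. In the paper's schema, a gene that AZA increases in MDS-L cells but not in the AZA-resistant line is taken as susceptible to AZA.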

AZA significantly increased the expression of 438 genes in MDS-L cells but not in MDS-L/CDA cells (Figure 1B). It has been previously reported that MDS are closely associated with abnormal differentiation [17] and apoptosis [18]. 

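Fig. 1C lists 53 different genes, 7 of which appear under both differentiation and apoptosis. For all 53, a probe in the authors' deposited value table gives the printed ratio to within 1 unit of its second digit. With the scaling used here, 41 of the 53 genes were increased in MDS-L cells, and 40 of these were not increased in MDS-L/CDA cells. With the authors' value table in place of the scanner values, 49 were increased in MDS-L cells and 3 of them in both lines. The probe was not well above background in MDS-L vehicle for 26 of the 53 genes. The ratio or its lower bound in MDS-L cells was at least 2 for 47 genes. The median AZA/vehicle ratio was 9.64 for the 27 differentiation-related genes and 4.40 for the 33 apoptosis-related genes in MDS-L cells, counting ratios against a signal below background at their computed value.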

We focused on 27 differentiation- and 33 apoptosis-related genes among 438 genes (Figure 1B). 

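All 6 genes discussed here, ANGPT2, BIK, PRAME, CHAC1, ADCYAP1 and ALOX12, passed the thresholds in MDS-L cells, and none did in MDS-L/CDA cells. In MDS-L vehicle none of their probes was well above background, so each increase in MDS-L cells is a lower bound, taken against the higher of the probe's own signal and the lowest signal well above background on that array. ANGPT2 (probe on chromosome 8, 6360290 to 6360349 of hg19) had a signal of 10.2 in MDS-L vehicle and 554 with AZA, at least 54.0-fold higher by this rule. Its vehicle signal was over the lowest signal well above background, 9.98, although not flagged as such. The bound of ANGPT2 is therefore its computed ratio, and is less sure as a minimum than the others. CHAC1 (chromosome 15, 41248631 to 41248690) rose from 5.15 to 282, at least 28.1-fold, and the other probe for this gene was not well above background on any array. ADCYAP1 (chromosome 18, 911932 to 911991) rose from 3.07 to 143, at least 14.2-fold. BIK (chromosome 22, 43525495 to 43525554) rose from 2.32 to 115, at least 11.5-fold. ALOX12 was measured by a single probe on chromosome 17, from 6913910 to 6913969, with the sequence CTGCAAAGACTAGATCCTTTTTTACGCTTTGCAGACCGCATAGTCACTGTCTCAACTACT. Its signal was 2.51 in MDS-L vehicle and 91.8 with AZA, at least 9.13-fold higher. PRAME has 3 probes on chromosome 22. By mean log2 signal over the 4 arrays, the brightest (22893184 to 22893243) rose at least 8.57-fold. Another (22891002 to 22891061) rose at least 10.8-fold and had the higher signal on the MDS-L AZA array, 108 against 86.1. Neither was well above background on the other arrays, and the remaining probe was not well above background on any array.
Taken at the computed signals without a bound, the ratios of these main probes were 54.0 for ANGPT2, 54.4 for CHAC1, 46.2 for ADCYAP1, 49.2 for BIK, 36.3 for ALOX12 and 19.6 for PRAME, whose second probe gave 44.4. By these ratios 5 of the 6 main probes were at least 30-fold higher with AZA. By the bounds 1 was, that of ANGPT2, whose bound is its computed ratio. With normexp background correction, whose offset of 50 compresses the ratios of dim probes, 0 of the 6 were. In MDS-L/CDA cells the probes of BIK, PRAME, CHAC1, ADCYAP1 and ALOX12 were not well above background with or without AZA, and no ratio was measured. ANGPT2 was well above background there only with AZA, with a signal of 14.8 and an increase of at least 1.46-fold. It passed both thresholds in MDS-L/CDA cells with the authors' value table. Among the differentiation- and apoptosis-related genes, the paper selects these 6 from the size of the increase in MDS-L cells together with its absence in MDS-L/CDA cells.

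**Figure D2:**
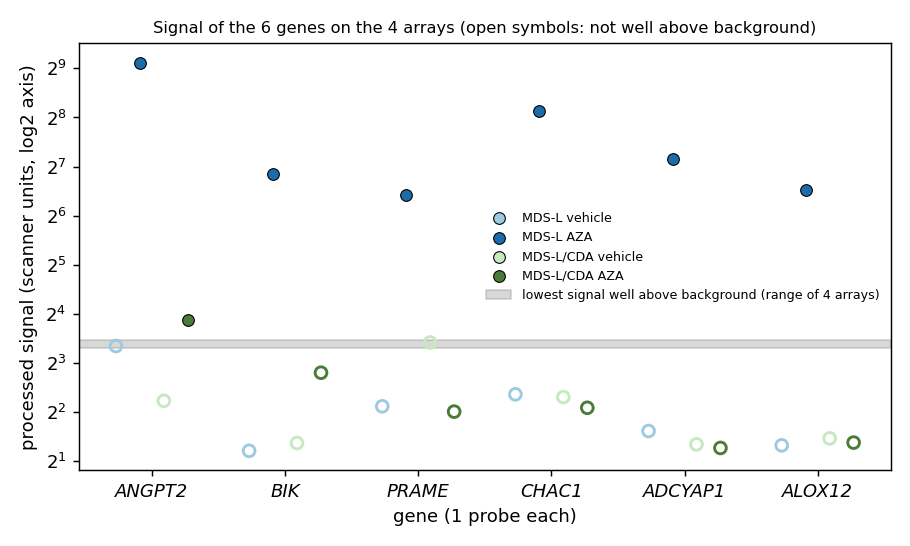
Processed signal (y axis, log2 scale, scanner units) of the main probe of each of the 6 genes (x axis) on the 4 arrays, 1 point per array, before scaling between arrays. Open symbols are not well above background, and the grey band spans the lowest signal well above background on the 4 arrays, from 9.98 to 11.1. In MDS-L cells the points with AZA lie between 86.1 for PRAME and 554 for ANGPT2, and the points for vehicle are open.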

AZA intensely (≥30-fold) increased the expression of the *ANGPT2*, *BIK*, *PRAME*, *CHAC1*, *ADCYAP1*, and *ALOX12* genes in MDS-L cells but not in MDS-L/CDA cells (Figure 1C). We validated the effect of AZA on the expression of these six genes in MDS-L and MDS-L/CDA cells by RT-qPCR. AZA dose-dependently increased the expression of all six genes in MDS-L cells (Figure 1D). By contrast, AZA did not augment the expression of the *ANGPT2*, *PRAME*, and *CHAC1* genes, and there was only a slightly, if any, augmented expression of the *BIK*, *ADCYAP1*, and *ALOX12* genes in MDS-L/CDA cells (Figure 1D).

### 2.2. Effect of AZA on the Methylation Status of the Six Selected Genes

We examined the effect of AZA on the methylation status of 5′-flanking regions of the above six genes in MDS-L and MDS-L/CDA cells by methylation-specific PCR (Figure 2A). AZA did not affect the methylation status of the 5′-flanking regions of *ANGPT2*, *BIK*, *PRAME*, *CHAC1*, and *ADCYAP1* in MDS-L and MDS-L/CDA cells (Figure 2B). By contrast, AZA specifically increased unmethylated DNA in the 5′-flanking regions (*ALOX12* R1 and R2) of the *ALOX12* gene in MDS-L cells but not in MDS-L/CDA cells (Figure 2B). Of the six genes, the 5′-flanking regions of the *ALOX12* gene were most frequently hypomethylated when treated with AZA, suggesting that the *ALOX12* gene is highly AZA-susceptible.

### 2.3. Methylation Status and mRNA Expression Levels of AZA-Susceptible Genes in Patients with MDS, Based on Public Dataset

We analyzed the methylation status of six AZA-susceptible genes in patients with MDS and healthy controls by retrieving the public dataset GSE152710. This dataset demonstrated methylation array data for bone marrow aspirates from 47 untreated patients with MDS and hematopoietic stem and progenitor fractions from 10 healthy controls. The methylation levels of the *ANGPT2*, *BIK*, *PRAME*, and *CHAC1* genes in patients with MDS were comparable to those in healthy controls. By contrast, the methylation levels of both the *ADCYAP1* and *ALOX12* genes were significantly higher in patients with MDS than in healthy controls (Figure 3A,B). 

Next, we analyzed expression levels of the *ADCYAP1* and *ALOX12* genes in patients with MDS and healthy controls by retrieving the public dataset GSE145733. This dataset showed microarray data for CD34^+^ bone marrow hematopoietic cells, including 54 untreated patients with MDS, 14 untreated patients with AML-MRC, and 9 healthy controls. In the World Health Organization classification 2017, MDS are classified into seven types: MDS with an isolated del(5q) [MDS-del(5q)], MDS with single-lineage dysplasia (MDS-SLD), MDS with multilineage dysplasia (MDS-MLD), MDS with ring sideroblasts and single-lineage dysplasia (MDS-RS-SLD), MDS with ring sideroblasts and multilineage dysplasia (MDS-RS-MLD), and MDS with excess blasts 1/2 (MDS-EB1/2) (Figure 3C,D). We compared the expression levels of *ALOX12* and *ADCYAP1* genes across seven MDS classes and AML-MRC. *ADCYAP1* expression levels were comparable between healthy controls, seven MDS classes, and AML-MRC (Figure 3C). By contrast, *ALOX12* expression levels were significantly lower in MDS-EB1, MDS-EB2, and AML-MRC than in other classes and healthy controls (Figure 3D). 

Since MDS-EB1, MDS-EB2, and AML-MRC are often accompanied by an increased number of bone marrow blasts [19], we examined whether expression levels of *ALOX12* were correlated with the proportion of bone marrow blasts in patients with MDS. The public dataset GSE58831 includes DNA microarray data of CD34^+^ bone marrow cells from 159 untreated patients with MDS and their number of bone marrow blasts and survival days. *ALOX12* expression levels were negatively correlated with the proportion of bone marrow blasts (Figure 3E). The overall survival of patients with a lower *ALOX12* gene expression tended to be shorter than that of patients with a higher *ALOX12* gene expression (Figure 3F). These results suggest that *ALOX12* expression influences the prognosis of patients with MDS by expanding bone marrow blasts.

### 2.4. Cell Growth and Lipid Peroxide Production in ALOX12-Overexpressing MDS-L Cells

*ALOX12* is a lipoxygenase that produces lipid peroxide, 12-hydroperoxieicosatetraenacid, from arachidonic acid [20], and *ALOX12* plays essential roles in reactive oxygen species-induced lipid peroxidation and cell death [21,22]. We examined whether *ALOX12* plays any role in cell growth and lipid peroxide production in MDS cells. We established *ALOX12*-overexpressing cells in MDS-L and MDS-L/CDA cells, respectively (Figure 4A). An overexpression of *ALOX12* had no effect on growth rates in both MDS-L and MDS-L/CDA cell lines (Figure 4B). We investigated the effect of tert-butyl hydrogen peroxide (TBH) on lipid peroxidation and cytotoxicity in MDS-L and MDS-L/CDA cells. TBH increased lipid peroxide 2.5-fold higher in MDS-L and MDS-L/CDA cells (Figure 4C). For both MDS-L and MDS-L/CDA cells, there was no difference in TBH-induced lipid peroxide production between controls (Empty) and ALOX12-overexpressing cells (ALOX12-OE) (Figure 4C). TBH dose-dependently suppressed cell survival by MDS-L and MDS-L/CDA cells at similar levels (Figure 4D), suggesting that it is less likely that *ALOX12* overexpression is directly involved in lipid peroxide production in MDS-L and MDS-L/CDA cells. *ALOX12* may indirectly contribute to blastogenesis suppression in patients with MDS, and how blastogenesis is inversely correlated with ALOX12 gene expression (see Figure 3E) should be further studied.

### 2.5. Expression of ALOX12 Gene during Treatment with AZA in Patients with MDS

Finally, we followed the expression levels of the *ALOX12* gene in bone marrow aspirates from nine patients with MDS, CMML, and AML-MRC before and after/during AZA treatment in our hospital (Figure 5A). *ALOX12* expression levels were not significantly different between CR (three cases), SD (three cases), and PD (three cases), before and after/during AZA treatment (Figure 5B,C). *ALOX12* expression levels increased in three of the six patients who showed favorable responses (CR and SD) to AZA treatment (#1, 2, and 4) and in one of the three patients with PD after AZA treatment (#7) (Figure 5D). Although the number of patients enrolled was small, an increased expression of ALOX12 mRNA by AZA treatment might likely be associated with a favorable response to treatment by AZA. More enrollment is required to clarify whether ALOX12 gene expression is associated with a therapeutic response to AZA in MDS.

## 3. Discussion

The development of evidence-based AZA therapeutics significantly contributes to the therapeutic improvement of patients with MDS. In our present study, we examined whether AZA’s demethylation of any specific gene could be associated with its therapeutic improvement of patients with MDS. We discovered that the expression of one gene, the *ALOX12* gene, was highly susceptible to AZA in vitro and that expression levels of *ALOX12* were closely correlated with disease progression in patients with MDS.

A comparison of genes upregulated by AZA between MDS-L and MDS-L/CDA cells identified six genes that were specifically upregulated by AZA in MDS-L cells (Figure 1). Of these six genes, the 5′-flanking regions of ALOX12 were strongly methylated and were specifically demethylated by AZA in MDS-L cells (Figure 2). These results suggested that the expression of the ALOX12 gene is suppressed by the methylation of its 5′-flanking regions and is susceptible to AZA treatment in MDS-L cells. Methylation levels of the *ALOX12* gene are markedly higher in MDS than in healthy controls (Figure 3B). Of the various MDS subclasses, *ALOX12* gene expression is lower in MDS classes with high bone marrow blasts than those with low bone marrow blasts. (Figure 3D), and expression levels of *ALOX12* gene are inversely associated with bone marrow blastogenesis (Figure 3E). A Kaplan–Meier analysis also showed a better prognosis for MDS with high *ALOX12* expression than MDS with low *ALOX12* expression (Figure 3F). The *ALOX12* gene may function as a suppressor of bone marrow blastogenesis and tumor progression in MDS. A previous study reported that the *ALOX12* gene was hypermethylated in 84% of patients with AML, including AML-MRC, and the hypermethylation of *ALOX12* had a worsening influence on the survival of patients with AML [23]. Although the effect of *ALOX12* methylation on the prognosis of patients with MDS is unknown to date, the methylation of the *ALOX12* gene might be associated with the pathogenesis and progression of MDS and AML. Further investigation is required to clarify the role of methylation in the *ALOX12* gene in MDS and AML.

It has been reported that *ALOX12* plays essential roles in reactive oxygen species-induced lipid peroxidation and cell death [21,22]. We investigated the effect of TBH on lipid peroxidation and cytotoxicity in MDS-L cells. However, *ALOX12* expression did not affect lipid peroxide production and cell death upon oxidative stress (Figure 4). These results suggest that *ALOX12* contributes to tumor suppression irrespective of the lipid peroxide production pathway in MDS. The *Alox15* gene, an ortholog of the human *ALOX12* gene, develops the myeloproliferative disease characterized by pancytopenia attributed to hematopoietic stem cell dysfunction at the asymptomatic stage, followed by an abnormal expansion of myeloid cells in the spleen and bone marrow [24,25]. *ALOX15* encodes arachidonate 12/15-lipoxygenase, which metabolizes arachidonic acid to 15(S)-hydroperoxy eicosatetraenoic acid (15(S)-HPETE) and 12(S)-hydroperoxy eicosatetraenoic acid (12(S)-HPETE) [26,27]. 12(S)-HPETE is a main metabolite of 12-lipoxygenase, a coding protein of the *ALOX12* gene. Ex vivo treatment with 12(S)-HPETE induces the cell death of aberrant hematopoietic progenitor cells from Alox15-deficient mice [24], suggesting the tumor-suppressive function of *ALOX12*. Further study should clarify how the *ALOX12* gene inhibits bone marrow blastogenesis in patients with MDS.

We compared expression levels of the *ALOX12* gene in bone marrow before and after or during AZA treatment in nine patients (#1–9), including CR (three cases), SD (three cases), and PD (three cases) (Figure 5A). Although there was no significant difference in the expression levels of the *ALOX12* gene between CR, SD, and PD, either before or after/during AZA treatment, the *ALOX12* gene expression levels were relatively higher in CR and SD than PD after AZA treatment (Figure 5B–D). Since this clinical study was performed with only nine cases, an increased number of patients should be further required to conclude whether ALOX12 is a valuable biomarker for developing epigenetic evidence-based therapeutics by AZA in MDS.

In conclusion, the present study raised the possibility that the suppression of ALOX12 gene expression through DNA methylation might promote the expansion of the BM blast, resulting in a poor prognosis. ALOX12 could be a promising candidate molecule for predicting the response to treatment with AZA in MDS.

## 4. Materials and Methods

### 4.1. Cell Culture

We previously established MDS-L cells resistant to AZA by transducing the cytosine deaminase (CDA), namely, MDS-L/CDA cells [28]. MDS-L cells were kindly provided by Dr. Kaoru Tohyama [29]. MDS-L and MDS-L/CDA cells were cultured in RPMI1640 medium (FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) supplemented with 10% fetal bovine serum (FBS) (Global Life Sciences Technologies Japan K.K., Tokyo, Japan) and 10 ng/mL recombinant human interleukine-3 (Thermo Fisher Scientific K.K., Tokyo, Japan). GP2-293 cells, a retrovirus-packaging cell line, were purchased from Takara Bio Inc. (Shiga, Japan) and cultured in DMEM (FUJIFILM Wako Pure Chemical Corporation) + 10% FBS. The cells were maintained in a humid atmosphere containing 5% CO_2_. 

### 4.2. DNA Microarray

MDS-L and MDS-L/CDA cells were treated with either 0.1% DMSO as a vehicle or 1 μM AZA (Selleck Biotech., Kanagawa, Japan) for 3 days. Total RNA was isolated using ISOGEN (Nippon Gene Co., Ltd., Tokyo, Japan) according to the manufacturer’s instructions. The DNA microarray and data analysis were performed by a Cell Innovator K.K. (Fukuoka, Japan). 

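The text of the paper does not give the formula of the Z score. Here it was the log2 AZA/vehicle ratio divided by the SD of the log2 ratios among probes of similar brightness, in 10 bins of equal size by mean log2 signal. The SD in MDS-L cells was 1.17 in the seventh bin, whose median signal was 10.9, and 0.50 in the brightest bin, whose median signal was 1532. A Z score of 2 therefore required a 5.08-fold increase in the former and a 2.00-fold increase in the latter. The seventh bin of MDS-L/CDA cells required a 3.56-fold increase. The ratio criterion alone, for probes well above background with AZA, passed 1960 genes in MDS-L cells and 754 in MDS-L/CDA cells. Because the SD is taken from the same pair of arrays, the Z score ranks probes within that pair and carries no information on replicate error.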

We defined the upregulation of gene expression as significant when the change ratio was ≥2 and the Z score was ≥2.

### 4.3. Reverse Transcription and Quantitative Polymerase Chain Reaction (RT-qPCR)

Total RNA was isolated from the cultured cells using ISOGEN reagent (Nippon Gene Co., Ltd.) according to the manufacturer’s instructions. The mixtures of primer pairs and probes (*ANGPT2*, Hs00169867_m1; *BIK*, Hs00154189_m1; *PRAME*, Hs01022301_m1; *CHAC1*, Hs00225520_m1; *ADCYAP1*, Hs00174950_m1; *ALOX12*, Hs00167524_m1; *RNA18S5*, Hs03928985_g1) were obtained from Thermo Fisher Scientific K.K. Reverse transcription and amplification were performed using an iTaq Universal One-Step reverse transcription and quantitative polymerase chain reaction (RT-qPCR) kit (Bio-Rad Laboratories, Inc., Tokyo, Japan), and gene amplification was monitored using a CFX96 Touch Real-Time PCR Detection System (Bio-Rad Laboratories, Inc.). The thermal cycling conditions included maintaining the reactions at 48 °C for 15 min and 95 °C for 10 min, followed by 40 cycles at 95 °C for 15 s and 60 °C for 1 min. *RNA18S5* was used as a reference gene, and the relative gene expression for each sample was determined using the ΔΔCt method. 

### 4.4. Methylation-Specific PCR (MSP)

Genomic DNA was extracted using GenElute Mammalian Genomic DNA (Merck KGaA, Darmstadt, Germany). The bisulfite treatment of the genomic DNA was performed using an EZ DNA Methylation Kit (Zymo Research Corporation, Tustin, CA, USA). A PCR was performed using an EpiScope^®^ MSP Kit (Takara Bio Inc., Shiga, Japan). We obtained the DNA sequences of the CpG island from the UCSC Genome Browser (https://genome-asia.ucsc.edu/index.html) accessed on 25 March 2024 and designed the primers for the MSP using Meth-Primer (https://www.urogene.org/cgi-bin/methprimer/methprimer.cgi) accessed on 25 March 2024. The sequences of primers for the MSP are listed in Table S1. PCR products were subjected to 3% gel agarose electrophoresis. The gels were stained with Ethidium Bromide Solution (1:20,000, NACALAI TESQUE, Inc., Kyoto, Japan), and the images were captured using Amersham ImageQuant 800 (Global Life Sciences Technologies Japan K.K., Tokyo, Japan).

### 4.5. Establishment of ALOX12-Overexpressing Cells

The open reading frame of the *ALOX12* gene in 12 Lipoxygenase (ALOX12) Human Untagged Clone (OriGene Technologies, Inc., MD, USA), an ALOX12 expression plasmid, was amplified by PrimeSTAR Max DNA Polymerase (Takara Bio Inc.) according to the manufacturer’s instructions. The sequence of primers used for the amplification was as below: forward primer (5′→3′)—GCCG-CAGATCTATCGATGGGCCGCTACCGCATC, reverse primer (5′→3′)—TCGAC-GGATCCATCGTCAGATGGTGACACTGTTC. The PCR products were inserted into ClaI-digested pDON-AI-2 Neo DNA (Takara Bio Inc.), using an In-Fusion HD Cloning Kit (Takara Bio Inc.) according to the manufacturer’s instructions. Either pDON-AI-2 Neo DNA or *ALOX12* gene-inserted pDON-AI-2 Neo DNA and pVSV-G, a retrovirus envelopes-expressing plasmid, was co-transfected into GP2-293 cells with Lipofectamine LTX Reagent with PLUS Reagent (Thermo Fisher Scientific K.K.) according to the manufacturer’s instructions. After incubation at 37 °C for 3 days, the culture media were collected and filtered through a 0.45 mm filter. MDS-L and MDS-L/CDA cells were treated with a culture media of GP2-293 cells transfected with either Empty pDON-AI-2 Neo DNA or ALOX12-expression pDON-AI-2 Neo DNA and 8 μg/mL polybrene (NACALAI TESQUE, Inc., Kyoto, Japan) at 37 °C for 3 days. Cells transduced with Empty pDON-AI-2 Neo DNA or ALOX12-expression pDON-AI-2 Neo DNA were selected for treatment with 1 mg/mL G418 (Thermo Fisher Scientific K.K.) for 14 days.

### 4.6. Assessment of Doubling Time of Cells

Cells were seeded at 1 × 10^4^ cells/100 μL in the well of a 96-well plate and incubated at 37 °C in a 5% CO_2_ incubator. After 0, 24, 48, and 72 h, 7.5 μL of Cell Counting Kit-8 (Dojindo, Kumamoto, Japan) was added to the cell suspension. After incubation at 37 °C for 2 h, the absorbance of the culture medium at 450 nm was measured using an iMark plate reader (Bio-Rad Laboratories, Inc.). The doubling time of the cells was calculated using GraphPad Prism 10.2.0 (GraphPad Software Inc., San Diego, CA, USA).

### 4.7. Western Blotting

Western blotting was performed as described previously [28]. Cells were rinsed with ice-cold PBS and lysed in buffer containing 50 mM HEPES, 120 mM NaCl, 50 mM NaF, 1% Triton X-100, 10 glycerol, 5 mM EDTA, 1 mM phenylmethylsulfonyl fluoride, 10 μg/mL aprotinin, 10 μg/mL leupeptin, and 1 mM sodium orthovanadate. Cell lysates were separated by SDS-PAGE and transferred to an Immobilon-P PVDF Membrane (Merck KGaA, Darmstadt, Germany). After transfer, the membranes were incubated in a blocking solution and probed with anti-ALOX12 (ab211506, Abcam plc., Cambridge, UK) and anti-β-actin (ab8226, Abcam) antibodies. The luminescence intensity was quantified using an Amersham ImageQuant 800 (Global Life Sciences Technologies Japan K.K.).

### 4.8. Analysis of Gene Methylation Status in Patients with MDS

We utilized public datasets disclosed in the Gene Expression Omnibus (GEO). GEO accession number GSE152710 was used to analyze the methylation status of patients with MDS. The raw IDAT data and sample matrix sheet were downloaded and analyzed by shinyÉPICo [30], a graphical pipeline to analyze Illumina DNA methylation arrays, installed into R for Windows version 4.2.2.

### 4.9. Detection of Intracellular Lipid Peroxide

Cells were treated with 0 or 200 μM tert-butyl hydrogen peroxide (TBH) (FUJIFILM Wako Pure Chemical Corporation) for 2 h at 37 °C and were then stained with 5 μM BODIPY581/591 C11 (C11-BODIPY) (Thermo Fisher Scientific K.K.) for 30 min at 37 °C. After the cells were washed with PBS twice, the fluorescent intensity of C11-BODIPY was measured using BD FACSCalibar (BD, Franklin Lakes, NJ, USA).

### 4.10. Patients and Tissue Samples

This study involved nine patients treated with AZA: six with MDS (five with RAEB-1 and one with RAEB-2), one with CMML, and two with AML with myelodysplasia-related changes (AML-MRC), who were diagnosed between 2012 and 2021 at the Department of Pathology of St. Mary’s Hospital. This study was conducted according to the guidelines of the Declaration of Helsinki and approved by the Institutional Review Board of St. Mary’s Hospital (15-0606) on 6 June 2015. Informed consent was obtained from all the subjects involved in this study. The clinical and laboratory information of the patients were obtained from their medical records. The International Working Group (IWG) response criteria were used to classify the therapeutic responses to AZA as complete remission (CR), stable disease (SD), or progressive disease (PD). Frozen bone marrow aspirates harvested from patients before and after AZA therapy were used for mRNA expression analysis using qRT-PCR.

### 4.11. Statistical Analysis

Statistical analysis was performed using GraphPad Prism 10.2.0 (GraphPad Software Inc.). Statistical significance was set at *p* < 0.05.

## Figures and Tables

**Figure 1:**
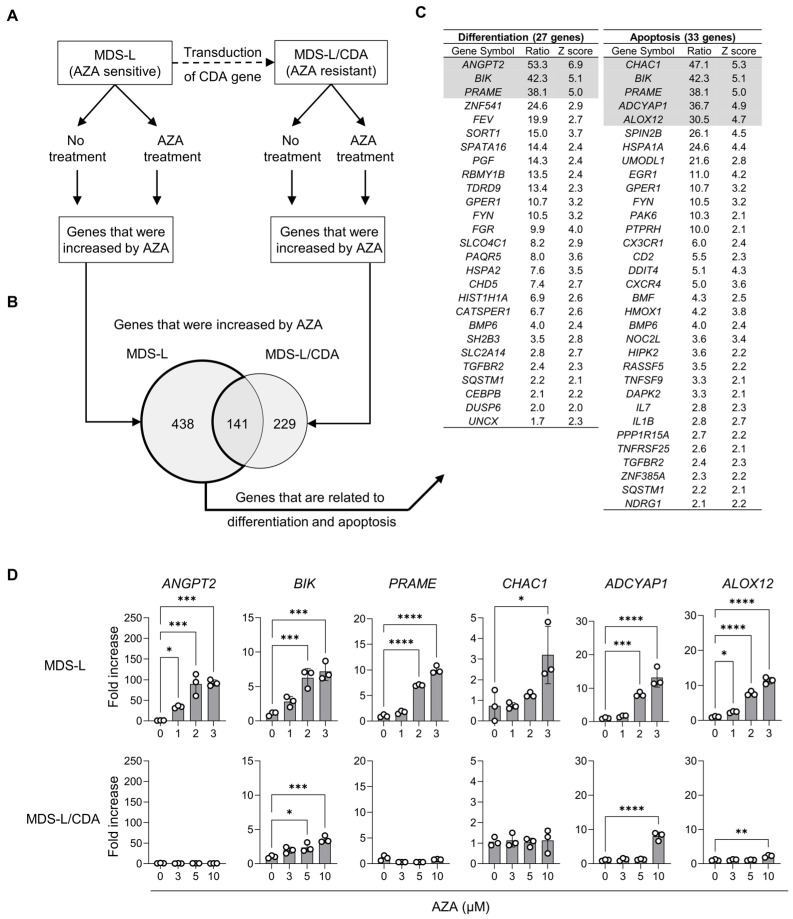
Selection of AZA-susceptible genes in MDS. (**A**) Schema for selection of AZA-susceptible genes in MDS. MDS-L, and MDS-L/CDA cells that were treated with 0 or 1 μM AZA for 3 days; we compared AZA-induced gene expression between MDS-L and MDS-L/CDA cells by DNA microarray. (**B**) Venn diagram shows increased genes in MDS-L and MDS-L/CDA cells treated with AZA. Expression of 438 genes was specifically increased in MDS-L cells when treated with AZA. (**C**) The list of genes related to differentiation and apoptosis among 438 genes. The gray column indicates genes more than 30-fold increased by AZA treatment in MDS-L cells. (**D**) The effect of AZA treatment on mRNA expression of *ANGPT2*, *BIK*, *PRAME*, *CHAC1*, *ADCYAP1*, and *ALOX12* genes in MDS-L and MDS-L/CDA cells. MDS-L and MDS-L/CDA cells were treated with 0, 1, 2, and 3 or 0, 3, 5, and 10 μM AZA for 72 h, respectively, and mRNA expression was measured by RT-qPCR. Experiments were repeated three times, and data are expressed as the mean ± standard deviation (SD). Significant differences were analyzed using a one-way analysis of variance, followed by Dunnett’s multiple comparisons test. **** *p* < 0.001, *** *p* < 0.005, ** *p* < 0.01, and * *p* < 0.05.

**Figure 2:**
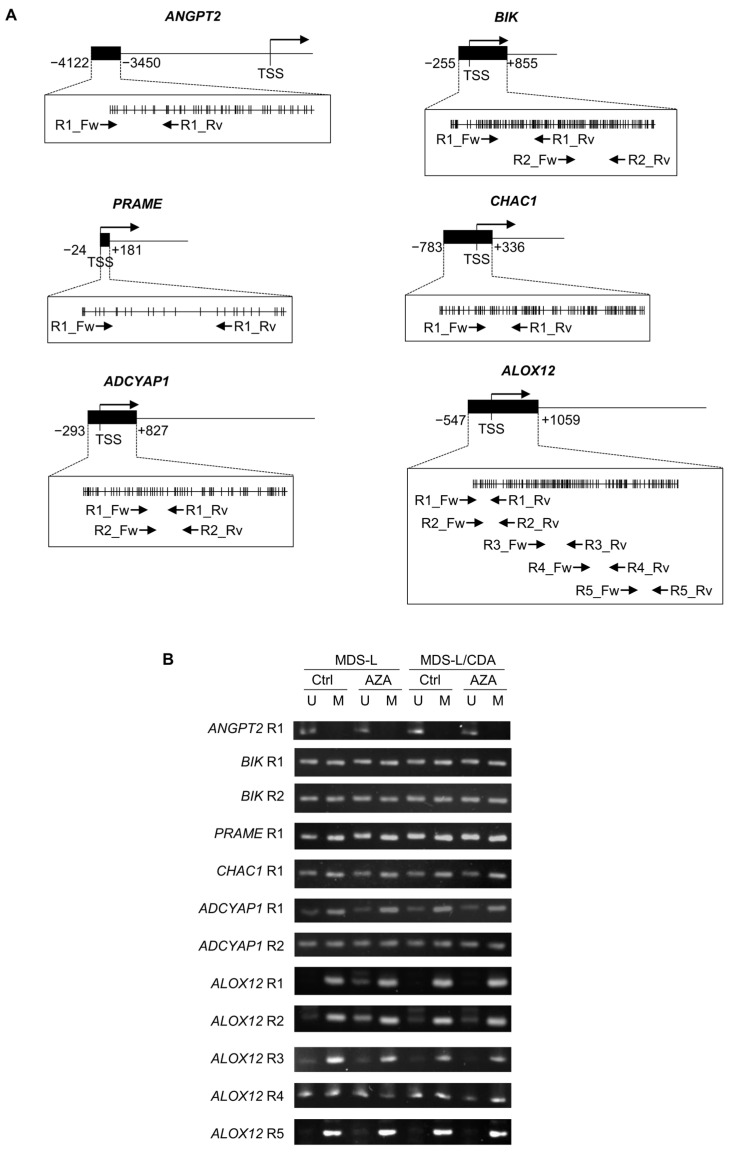
Effect of AZA on methylation status in 5′-flanking regions of *ANGPT2*, *BIK*, *PRAME*, *CHAC1*, *ADCYAP1*, and *ALOX12* genes. (**A**) Analyzed regions in the CpG island of ANGPT2, BIK, PRAME, CHAC1, ADCYAP1, and ALOX12 genes for methylation-specific PCR. ■; CpG island, TSS; transcription start site, |; CpG site, R; region, Fw; forward primer, Rv; reverse primer. (**B**) Agarose gel electrophoresis of PCR product by methylation-specific PCR. MDS-L and MDS-L/CDA cells were treated with 0 or 1 μM AZA for 72 h, and their genomic DNA was subjected to bisulfite treatment and methylation-specific PCR. U; unmethylated, M; methylated.

**Figure 3:**
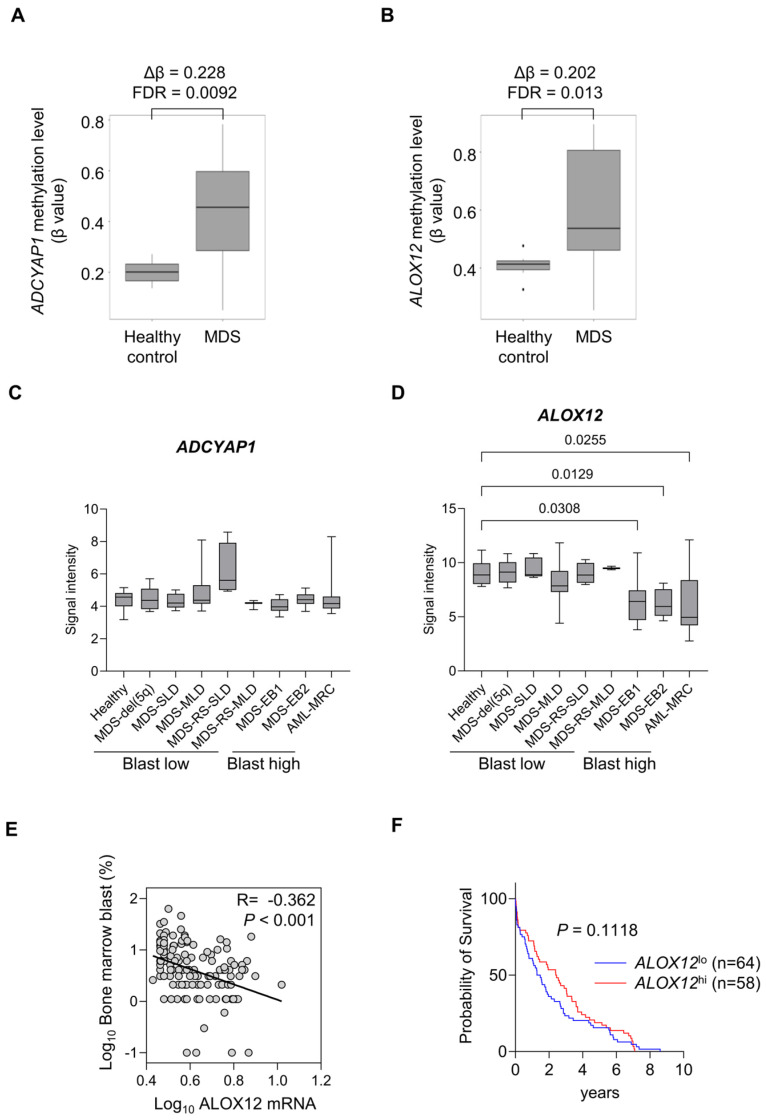
Methylation status in 5′-flanking regions of *ALOX12* genes in patients with MDS. (**A**,**B**) Methylation levels of each CpG island in 5′-flanking regions of *ADCYAP1* (**A**) and *ALOX12* (**B**) genes in healthy controls and patients with MDS, based on analysis of public dataset GSE152710. Δβ; β_MDS_ − β_healthy_, FDR; false discovery rate. (**C**,**D**) Expression levels of *ADCYAP1* (**C**) and *ALOX12* (**D**) in various MDS classes and healthy controls and AML-MRC patients. The significance of differences in gene expression was analyzed using the Kruskal–Wallis test. *p* value was indicated if significant difference was found. Data were obtained from public dataset GSE145733. (**E**) Correlation mRNA expression levels of *ALOX12* genes with proportion of bone marrow (BM) blasts. (**F**) Patients with MDS were divided into *ALOX12* high (*n* = 58) and low groups (*n* = 64) groups, followed by examination of overall survival (OS) using Kaplan–Meier survival analysis. *p* value was calculated using the Gehan-Breslow-Wilcoxon test.

**Figure 4:**
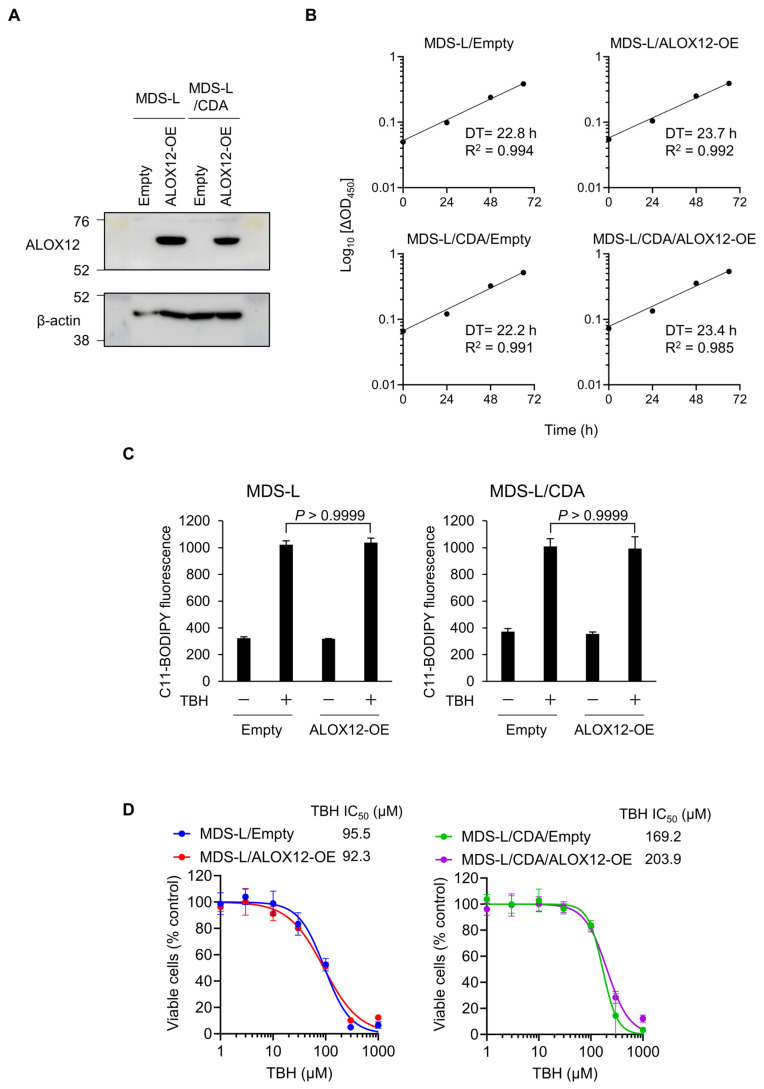
Effects of *ALOX12* gene on cell growth and oxidative stress susceptibility of MDS cells. (**A**) Western blot analysis for MDS-L and MDS-L/CDA cells transfected with empty vector (Empty) and *ALOX12*-expressing vector (*ALOX12*-OE). (**B**) Doubling time of MDS-L and MDS-L/CDA cells overexpressing *ALOX12*. (**C**) Oxidative stress-induced lipid peroxide production in MDS-L and MDS-L/CDA cells overexpressing *ALOX12*. Cells were treated with 200 μM TBH for 2 h and stained with lipid peroxide indicator C11-BODIPY. (**D**) Cytotoxicity of TBH in MDS-L and MDS-L/CDA cells overexpressing *ALOX12* treated with 0–1000 μM TBH for 18 h.

**Figure 5:**
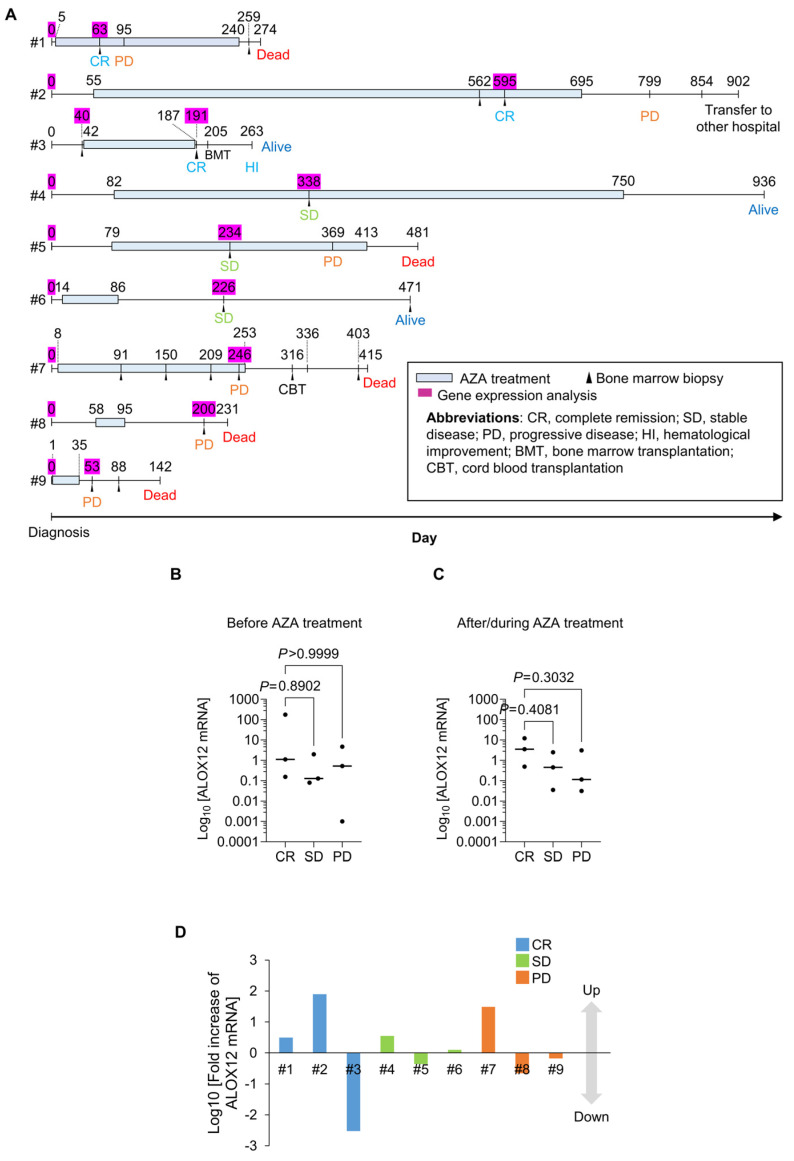
Expression of *ALOX12* genes during treatment with AZA. (**A**) Medical records of patients with MDS enrolled in this study at our hospital. (**B**,**C**) Expression of *ALOX12* gene in bone marrow of nine patients with MDS before (**B**) and after (**C**) treatment with AZA. (**D**) Expression change in *ALOX12* mRNA expression in the bone marrow of nine patients with MDS by AZA treatment.

## Data Availability

We analyzed the publicly available datasets GSE152710 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152710) accessed on 25 March 2024, GSE145733 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145733) accessed on 25 March 2024, and GSE58831 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE58831) accessed on 25 March 2024. In addition, materials described in the manuscript, including the relevant raw data, will be available to researchers wishing to use them for non-commercial purposes without breaching participant confidentiality. Microarray data are available at Gene Expression Omnibus (GEO) under accession number GSE233764.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25094583/s1.

How the deposited data were processed for this re-analysis (not part of the article)

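RNA from MDS-L and MDS-L/CDA cells, each treated with vehicle or 1 μM AZA for 72 h, was hybridized to 4 one-colour Agilent arrays, 1 per condition, on 1 slide. The authors deposited 2 kinds of values, both intensity on a linear scale. The scanner output of each array, made with Agilent Feature Extraction, holds the intensity of each spot after background subtraction within the array, with no normalization between arrays, and flags for spots that are outliers, saturated or well above background. The other flags and the control type were used as the authors' files give them. The authors' value table holds 51680 of the gene probes. Its 4 columns, once sorted, differ by at most 0.03 on the log2 scale, as quantile normalization over the 4 arrays gives, and each correlates with the scanner values of its array at 0.999 or higher on the log2 scale, across probes, which are not independent replicates. The paper's text does not describe this step.

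From the scanner intensity, control spots and spots with outlier flags were left out, log2 signals were averaged over the spots of each probe, and the 75th percentile of each array was subtracted. The rule for increased and decreased genes, ratio at least 2 and Z score at least 2, follows the paper's methods, and the bins behind the Z score were chosen here. Gene names are those of the array design. Genes with several probes were counted when at least 1 probe passed. A signal not well above background was replaced, where a lower bound is given, by the higher of its own value and the lowest signal well above background on that array, and no fold is given where both arrays of a pair were below background. Probe positions are those of hg19 in the authors' files. The number of arrays limits the precision, and with 1 per condition no test of AZA within a line or of the difference between the lines was possible.

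Genes are named by a rule fixed before the data were examined. They are the 6 genes of the paper's text, CDA, DNMT1, the 5 largest increases and 5 largest decreases of each line among called probes well above background on both arrays, and members of the reported lists, while the genes of Fig. 1C are given as counts. Genes outside this rule are marked where they appear. Also fixed then were 10 gene lists with 253 entries, covering cancer-testis, erythroid and megakaryocytic, heat shock, immediate early, integrated stress response, interferon response, lipoxygenase, myeloid maturation, p53 target and proliferation genes. For each list the median log2 ratio of the genes measured on at least 1 array of the pair was set against 10000 random lists of the same size matched on mean signal in 20 bins. The percentile describes these arrays and is not a test of the treatment.

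The calling rule was tested on simulated arrays built from the vehicle signals of each line, with noise of the size seen between spots of one probe and 200 genes well above background changed by 3 log2 units, over 58185 probes. For MDS-L it recovered 100 of 100 increased and 100 of 100 decreased genes and called 238 unchanged genes increased and 209 decreased. For MDS-L/CDA it recovered 100 of 100 in each direction and called 226 unchanged genes increased and 192 decreased. The Z score is relative to the spread of the pair, so the rule makes calls where noise is the only spread. The real pairs had a wider spread, so these numbers do not estimate the false calls in them.

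Alternatives set before the data were examined were 6 other normalizations (quantile over all arrays or within each line, no scaling, median scaling, normexp background correction of the mean spot intensity with an offset of 50, and the authors' value table), 3 other filters on dim probes, 6 other uses of the Z score, a ratio of 1.5, 3 other rules for several probes and another definition of an increase specific to MDS-L cells. A further 7 were added after the data had been seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, with R 4.3.3 and limma 3.58.1 for normexp. The RT-qPCR, methylation-specific PCR, patient datasets and overexpression experiments were not analysed here.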

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

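The lists were fixed before the data were examined. All tests of explanations given here were set after the list medians and the counts of calls had been seen. Those of the floor of the array and of the proliferation genes were chosen last, after the results of other tests were known. All comparisons are between single arrays, so variation between cultures stays open for each of them and was not tested.

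Proliferation genes moved apart in the 2 lines. The median log2 AZA/vehicle ratio of the 28 genes was -0.50 in MDS-L cells, with 27 of the 28 below a ratio of 1, and 0.17 in MDS-L/CDA cells, with 20 of the 28 above it. The medians lay at percentiles 0.06 and 99.7 of random lists. The size of both medians depends on the normalization. In MDS-L/CDA cells the median was 0.036 without scaling, at an unchanged percentile since that shifts all genes alike, 0.039 with normexp (percentile 96.7), and 0.19 to 0.20 with quantile normalization of all arrays or within each line and with the authors' value table. In MDS-L cells it was -0.28 with either quantile normalization and -0.27 with the authors' value table, at percentile 0.11 or lower. With median scaling it was -1.05 in MDS-L cells and 0.11 in MDS-L/CDA cells, at unchanged percentiles. The difference between the lines was not tested for significance, since each has 1 array per treatment. Over the 28 genes its median (MDS-L minus MDS-L/CDA) was -0.68, below the middle 95% of random lists. Under the 4 other normalizations that do more than apply 1 factor per array it stayed below it by 0.21 or more. This argues against these as the whole cause of the difference. Here and below, the authors' value table and both quantile settings are near-alike, so the 4 amount to quantile normalization and normexp. A slower division of MDS-L cells with AZA is a hypothesis that stays open, together with a difference in density or age between single cultures.

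Erythroid and megakaryocytic genes had a median log2 ratio of 2.20 in MDS-L cells (15 genes measured, 12 above a ratio of 1) and 0.70 in MDS-L/CDA cells (9 genes measured, 6 above). Among the members, GATA1 rose 11.4-fold in MDS-L cells and 4.10-fold in MDS-L/CDA cells, VWF 11.5-fold and 4.78-fold, and PPBP 13.0-fold and at least 3.17-fold, while TFRC had a ratio of 0.52 and KLF1 of 0.64 in MDS-L cells. The MDS-L median stayed above the middle 95% of random lists by 0.45 or more under the 4 other normalizations that do more than apply 1 factor per array, although it fell to 0.61 with normexp. Over the 9 genes well above background in MDS-L vehicle it was 0.58, at percentile 99.8 of random lists of such genes. Over all 15 genes with ratios at their bound it was 2.02. Its size therefore depends on whether genes below background in vehicle are counted. These values argue against the normalizations tried and against the floor of the array as the whole cause of the place above random lists. Partial differentiation and a change in the mix of cells in the culture both stay open.

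Cancer-testis genes had a median log2 ratio of 2.73 in MDS-L cells over the 10 of 34 genes on the array that were measured. In 8 of the 10 the vehicle signal was below background. The size of the median is therefore set by the floor of the array and by which genes crossed it. Of the 32 genes below background in MDS-L vehicle, 25.0% were well above it with AZA, where the upper limit of random lists of such genes was 9.38%. This argues against the floor as the whole cause of the increase, since vehicle alone decides which genes enter. The median was 0.38 with normexp. CTAG2 rose at least 64.7-fold and PRAME, one of the paper's 6 genes, at least 8.57-fold, the largest bounds of the list. The bounds of MAGEA6 (1.17), MAGEC1 (1.16), SSX2 (1.48) and TKTL1 (1.86) were smaller, and DPEP3 had a ratio of 0.65. With ratios at their bound, the median log2 ratio of the list was 0.88. Only 2 of the genes were measured in MDS-L/CDA cells and no median is given there.

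Integrated stress response genes had a median log2 ratio of 0.52 in MDS-L cells (25 genes, 21 above a ratio of 1), with 4 of the list also printed in Fig. 1C, CHAC1 among them. The median in MDS-L/CDA cells was -0.046 (22 genes) at percentile 28.9. The MDS-L median stayed above the middle 95% of random lists by 0.46 or more under the 4 other normalizations that do more than apply 1 factor per array, which argues against these as the cause of its place above random lists. Median scaling gave a median of -0.02, where the other normalizations set beforehand gave 0.48 to 0.73. The median signal of each array lay below the lowest signal well above background, so that scale rests on dim probes. Only on that scale does it stay open whether these genes rose or other genes fell.

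Other medians lay outside the middle 95% of random lists, and for them no explanation was tested. Immediate early genes had a median log2 ratio of 0.48 in MDS-L cells and 0.63 in MDS-L/CDA cells. Interferon response genes had 0.30 in MDS-L cells. Myeloid maturation genes had 0.74 and p53 target genes 0.28 in MDS-L/CDA cells. Of the 11 myeloid maturation genes measured there, 3 were below background in vehicle. Their median was 0.48 with ratios at their bound (percentile 99.2) and 0.18 with normexp (percentile 98.0). Lipoxygenase genes had 2.17 in MDS-L cells, over only 3 measured genes, of which ALOX12 was chosen by the paper from these arrays. ALOX5AP rose 4.50-fold and ALOX15B had a ratio of 0.48 there. The remaining medians lay inside the middle 95% with scaling to the 75th percentile. They were -0.15 and 0.16 for heat shock genes in MDS-L and MDS-L/CDA cells, 0.38 for myeloid maturation and -0.011 for p53 target genes in MDS-L cells, and 0.14 for interferon response genes in MDS-L/CDA cells. Some of these depend on the normalization. The myeloid maturation median in MDS-L cells lay above the middle 95% with quantile normalization of all arrays (0.61, percentile 99.3) or within each line (0.60, percentile 99.5), normexp (0.21, percentile 99.4) and the authors' value table (0.61, percentile 99.5). With median scaling it was -0.16, at an unchanged percentile. The heat shock median in MDS-L/CDA cells lay above the middle 95% with quantile normalization of all arrays (0.20, percentile 97.8). Fig. 1C prints 2 immediate early, 2 heat shock, 2 cancer-testis and 1 lipoxygenase gene of these lists, and these were picked by the study from the same arrays.

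The paper reports increases only, and 556 genes were decreased in MDS-L cells and 584 in MDS-L/CDA cells. The largest decreases among probes well above background on both arrays were INO80D (ratio 0.052), ARHGAP15 (0.080), PCYOX1 (0.081), NUP35 (0.084) and RAB7B (0.103) in MDS-L cells, and ITGB2 (0.042), ACTR2 (0.122), ESD (0.124), LOC730101 (0.133) and ZSCAN2 (0.141) in MDS-L/CDA cells. Of the 556 genes decreased in MDS-L cells, 203 had another probe well above background on both arrays. That probe also fell at least 1.5 times in 44.8% of the 203, against 18.7% of random probes of similar signal. For these 203 genes as a set, this argues against noise of single probes as the cause of the calls. In MDS-L/CDA cells such a probe fell at least 1.5 times in 12.3% of 204 genes, against 9.01% of random probes. The decreases in MDS-L/CDA cells therefore cannot be told apart from noise of single probes. The difference from the random share is too small to decide.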

How the results depend on the processing

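Some alternatives (7) were chosen only after the data had been seen. They are ratios set to their bound, the Z score over measured probes, scaling to the spike-in probes, genes named in RefSeq only, and the authors' value table without a filter on dim probes, with the scanner's weaker filter, or with a ratio of 1.5 and no filter. With 1 array per condition no array could be left out. No paired analysis was possible because no result here comes from a test, with 1 array per treatment in each line. Taking the lines as pairs would count the difference between them, which the paper asks about, as error.

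Of 26 alternatives, the number of genes increased in MDS-L cells stayed within 1.5 times its value under 21 and the number in MDS-L/CDA cells under 22. The number of genes increased only in MDS-L cells did so under 22 of 27, while the genes themselves changed more. Without the Z score the counts were 1960 genes increased in MDS-L cells, 754 in MDS-L/CDA cells, 1647 only in MDS-L, 313 in both lines and 441 only in MDS-L/CDA, with 1555 and 904 decreased, which follows from dropping a criterion. A Z score from 1 SD over all probes gave 1199 genes increased in MDS-L cells, 1014 only in MDS-L and 373 only in MDS-L/CDA. Requiring signal well above background on both arrays of a pair, which removes genes that are silent in vehicle, gave 335 genes in MDS-L cells, 252 in MDS-L/CDA cells, 243 only in MDS-L and 160 only in MDS-L/CDA. No filter and the weaker filter each gave 409 genes only in MDS-L/CDA cells.

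Normexp background correction gave 384 genes increased in MDS-L cells, 75 in MDS-L/CDA cells, 353 only in MDS-L, 31 in both lines and 44 only in MDS-L/CDA, with 228 decreased in MDS-L/CDA cells. Under it 0 of the 6 main probes reached 30-fold, by plain ratio or by bound, against 5 and 1. Its offset shrinks the ratios of dim probes by construction. Median scaling gave 439 genes increased and 2403 decreased in MDS-L cells, 352 only in MDS-L and 87 in both lines. It moved the median log2 ratio of all MDS-L probes from 0.03 to -0.51, and scaling to 7 spike-in probes moved it to 0.26. The latter gave 287 genes decreased in MDS-L cells. Before scaling, those 7 probes had log2 ratios from -0.53 to 0.13 in MDS-L cells, with a median of -0.071. The results with spike-in scaling therefore depend on how these probes are summarized. The mean over probes gave 381 genes decreased in MDS-L/CDA cells, and the cause was not tested. The authors' value table with a ratio of 1.5 and no filter gave 695 genes increased in MDS-L/CDA cells, 520 of them only there, and 911 decreased.

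The share of increases among calls in MDS-L cells was 58.9%, and was 15.4% with median scaling, 47.4% with normexp, 79.3% with spike-in scaling and 41.1% when signal had to be well above background on both arrays of a pair. In MDS-L/CDA cells it was 39.6%, and 26.1% without scaling and 24.8% with normexp. Of the 661 genes increased only in MDS-L cells, 548 were also in the set from quantile normalization of all arrays, 496 in that from the authors' value table, 427 in that from the Z score over measured probes, 345 in that from median scaling, 258 in that from normexp and 226 in that from the filter on both arrays.

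All 6 of the paper's genes were called in MDS-L cells under every alternative that counts genes except the filter on both arrays, which excludes them because vehicle was below background. ANGPT2 was also called in MDS-L/CDA cells with the authors' value table (with each of the 3 filter and ratio variants added later too), the Z score over all probes, the sliding window, no Z score and the mean over probes, and the other 5 genes were not called under any.

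With median scaling the median log2 ratios in MDS-L cells of immediate early genes (-0.063), integrated stress response genes (-0.019) and interferon response genes (-0.24) changed sign, as did that of myeloid maturation genes (-0.16), while their percentiles among random lists did not move, since 1 factor per array shifts all genes alike. With normexp the median of proliferation genes in MDS-L/CDA cells was 0.039, at percentile 96.7, no longer outside the middle 95% of random lists. The cause was not tested.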

Differences from the paper's values

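The paper reports 438 genes as increased by AZA in MDS-L cells alone, and 661 were counted here. Among the alternatives set before the data were examined, the value came within 1.5 times of the paper's with quantile normalization of all arrays (636) or within each line (626), median scaling (352), normexp (353), the authors' value table (585), 20 Z bins (634), a sliding Z window (613), Z bins of width 1 (651), a centred Z score (517), a ratio of 1.5 (646), the mean over probes (570), the main probe only (612) and an increase 2 times that in MDS-L/CDA cells (598). It did not with no scaling (703), no filter on dim probes (662), the weaker filter (662), the filter on both arrays (243), the Z score over all probes (1014), no Z score (1647) and probes counted in place of genes (726). Of the alternatives chosen after seeing the values, ratios at their bound gave 539, the Z score over measured probes 467, RefSeq-named genes 538, and the authors' value table without a filter or with the weaker filter 586 each, all within 1.5 times of the paper's value, while the table with a ratio of 1.5 and no filter gave 672 and spike-in scaling 930. No setting gave 438. For the other sections of the Venn diagram, Fig. 1B gives 140 genes in both lines and 230 only in MDS-L/CDA cells. Here 135 and 248 were counted, within 1.5 times of those values.

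The paper's RT-qPCR at 1 μM AZA (Fig. 1D, read by eye, relative to the untreated cells) is another assay on other cultures, and the array's lower bounds in MDS-L cells were more than 1.5 times its folds for all 6 genes. ANGPT2 was about 34 in Fig. 1D and at least 54.0 here, BIK about 2.8 in Fig. 1D and at least 11.5 here, PRAME about 1.7 in Fig. 1D and at least 8.57 here, and CHAC1 about 0.7 in Fig. 1D, where the untreated bar stands at a similar height, and at least 28.1 here. ADCYAP1 was about 1.6 in Fig. 1D and at least 14.2 here, and ALOX12 about 2.4 in Fig. 1D and at least 9.13 here. For ANGPT2 the gap is close to the limit of reading by eye, and its bound is its computed ratio. A lower bound was counted as different only when it was more than 1.5 times the fold of the paper. Of the alternatives set before the data were examined, this no longer held with normexp for ANGPT2 (at least 9.55), BIK (2.58), PRAME (2.13) and ALOX12 (2.16), and with median scaling for ANGPT2 (37.1). It held for all 6 genes with quantile normalization of all arrays or within each line, with no scaling and with the authors' value table, and with the mean over probes for PRAME and CHAC1. CHAC1 and ADCYAP1 differed under every alternative.

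The paper places the genes of Fig. 1C among those increased only in MDS-L cells. Of the 53 genes, 41 were increased in MDS-L cells here and 40 only there, and with the authors' value table 49 were increased, 3 of them in both lines. CATSPER1, chosen after its values were seen, passed in both lines here, with at least 6.73-fold in MDS-L cells. UNCX, also chosen afterwards, has a ratio of 1.42 here and 1.67 in the authors' value table, under the ratio of 2 that the methods state. The paper states that the 6 genes rose at least 30-fold. All 6 ratios of the authors' value table at the printed probes are over 30, from 30.5 for ALOX12 to 53.3 for ANGPT2. With vehicle below background, however, the bound reached 30 for ANGPT2 only, where it is the computed ratio.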

Other observations

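The tests with negative-control spots were chosen only after the brightness of dim probes had been seen. The tests on the counts of increased genes by line, on genes increased only in MDS-L cells and on the labels were set before the data were examined, and the others before their own values were computed.

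More genes were increased in MDS-L than in MDS-L/CDA cells, 2.08 times as many. After quantile normalization of all 4 arrays the ratio was 2.06, which argues against unequal distributions as the whole cause. Median scaling gave 1.32 and normexp 5.12. With the scaling unchanged, the ratio was 1.33 when signal had to be well above background on both arrays and 1.46 without a filter on dim probes, so the filter matters as much. Normalization and treatment cannot be told apart for this count, because which scale is right for arrays whose dim probes differ is open. The simulation with spot noise alone called 238 and 226 unchanged genes in the 2 lines. Its Z cutoff was set by spot noise, whereas the real pairs had a wider spread. In the seventh bin of MDS-L cells a Z score of 2 required a 5.08-fold increase. How many of the real calls come from the rule itself is therefore not given by the simulation.

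Genes increased only in MDS-L cells tended to rise in MDS-L/CDA cells too. Their median log2 ratio there, over the 235 genes measured, was 0.60, and 206 of the 235 were above 0. It lay at percentile 100 of random lists of genes not called in that line, whose middle 95% ran from -0.07 to 0.09. Of the 235, 190 were well above background in vehicle there. The rest were measured only with AZA, which favours a rise, so the size of the median may be too high. A median above random lists is what a threshold that splits a weaker increase would give. The data are consistent with a graded response in the resistant line for these 235 genes, as a hypothesis. They do not bear on the 426 genes that were below background in MDS-L/CDA cells.

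Where an increased gene had another probe well above background on both arrays, that probe also rose at least 1.5 times in 56.6% of 106 genes in MDS-L cells, against 11.1% of random probes of similar signal, and in 27.7% of 83 genes in MDS-L/CDA cells, against 8.48%. These are 106 of the 796 genes increased in MDS-L cells and 83 of the 383 in MDS-L/CDA cells. For them as a set, noise of single probes as the cause of the increases is argued against in both lines. Genes without such a second probe were not tested. Single genes can differ. NOC2L, chosen after its values were seen, has probes with ratios of 3.08 and 0.83 in MDS-L cells. HSPA1A and HSPA1B, chosen likewise, are near-identical copies whose probes gave at least 9.18-fold and a ratio of 0.84.

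Dim probes were brighter on the MDS-L AZA array. The median signal of all probes was 3.12 in MDS-L vehicle and 4.58 in MDS-L AZA, and 3.48 and 3.31 in the MDS-L/CDA arrays. Of the 35924 probes below background on both MDS-L arrays, 10.5% rose at least 2-fold and 3.51% fell at least 2-fold, before scaling, against 4.15% and 6.32% of 38314 probes in MDS-L/CDA cells. A higher uniform background was weighed with the negative-control spots. Their median rose by 0.13 signal units, and the upper limit of the middle 95% of bootstrap samples was 0.18. With that limit taken off the AZA signals, 9.82% of the dim probes in MDS-L cells still rose and 4.31% fell at least 2-fold, which argues against a uniform background as the whole cause of the larger share that rose. For the median dim probe this cause stays open, since it rose by 0.056 on the log2 scale and the negative-control median by 0.079. Nonspecific hybridization that rises with GC content was also left open. Dim probes with the highest GC content rose by 0.045 more than those with the lowest in MDS-L cells, less than the difference set beforehand for this cause, and by no more in MDS-L/CDA cells. Low transcription of many silent genes with AZA was not tested.

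The treatments of 2 arrays are contradicted by one label field. If that field were right, both MDS-L arrays would be vehicle. Of the probes well above background on both, 10.2% differed at least 2-fold, but with no replicate arrays the difference expected between 2 vehicle cultures is unknown, and a mislabelled sample cannot be told apart from a treatment effect by these values. The 135 genes increased in both lines would then need another shared cause, which no value here measures.

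At the ALOX12 locus, neighbours were chosen by position after the values had been seen. The 2 probes of the antisense gene ALOX12-AS1 were measured on all 4 arrays and had AZA/vehicle ratios of 0.96 and 1.02 in MDS-L cells. RNASEK had 1.13. BCL6B rose at least 3.12-fold in MDS-L cells and was below background in MDS-L/CDA cells.

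Other genes away from this locus were also chosen after their values had been seen. GPER1 on chromosome 7, which Fig. 1C lists, has 4 probes, and the brightest of them rose at least 18.5-fold in MDS-L cells. The probe that gives the ratio printed in Fig. 1C rose at least 5.79-fold and another at least 1.55-fold. The remaining probe was not well above background on any array. SPIN2B on chromosome X rose at least 20.1-fold in MDS-L cells and was already at a signal of 184 in MDS-L/CDA vehicle, with a ratio of 1.15 there.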
